A study of Homo sapiens with 6 samples. Its data were reported in "Splicing factor USP39 promotes ovarian cancer malignancy through maintaining efficient splicing of oncogenic HMGA2" (2021).

How the data were processed

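RNA-seq libraries of A2780 ovarian cancer cells were analysed, 3 with the pGIPZ-NC control vector and 3 with a hairpin against USP39 (shUSP39). Groups and replicate numbers were taken from the sample labels. Both groups were infected with lentivirus per the labels, and the study's methods place its hairpins in the pGIPZ vector. Which of the study's hairpins each shUSP39 library carried is not stated in the labels.

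The authors deposited 1 table with raw read counts per RefSeq messenger RNA transcript, 1 column per library. The aligner, annotation and counter behind this table are not stated. The study names the human genome build hg19 in its methods for other steps. The authors' deposited signal columns are group means of counts divided by a size factor per library. They were checked by recomputing them from the counts with median-of-ratios size factors, and the largest relative difference was 1.5e-09. The authors' deposited fold is the ratio of these means, and it was infinite in 3424 of 21368 transcripts, where the control mean was 0. The p-value and q-value per transcript are also the authors', and their test is not stated. Columns of fold, p-value and q-value were used only for comparison.

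The counts may leave out reads that several transcripts of a gene share. In genes chosen after their values were seen, GAPDH had a mean of 698 counts per library, while ACTB had 668837. Levels of genes with several transcripts, and sums over transcripts, may then be too low, and fold changes of such genes would rest on the part of each transcript that is not shared. Genes that overlap others or have near-identical copies are uncertain for the same reason, since use of strand is not stated.

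Counts were summed per gene symbol, from 21368 rows to 16571 symbols. Some symbols had the form of a date, of which 46 were replaced through the transcript's accession and 1 was left as it was. Names were matched with a RefSeq name table of assembly GRCh38, from which no coordinates were used. Coordinates, exon numbers, transcript length and GC content came from GENCODE release 44 mapped to GRCh37, with an entry for 16344 symbols (98.63%). Exon number, length and GC content were those of the longest coding transcript.

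Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, scaled with TMM (trimmed mean of M-values) factors and fitted with robust quasi-likelihood and the group as the only term. All 6 libraries entered 1 fit. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The study's own limit was a p under 0.05, and whether that p was adjusted is not stated. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. Transcript usage was tested with edgeR's diffSpliceDGE on transcripts that passed the filter. Gene sets were tested on log2 CPM with camera of limma 3.58.1, with a preset correlation of 0.01, and adjusted over 8 sets. Fry and camera with an estimated correlation were run beside it. A count of 3 was taken as the floor. Where all libraries of a group were at or under it, the fold was computed against the floor and given as a lower bound, which covers counting error only.

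The named genes were fixed before the data were examined. They are the genes the study names (USP39, HMGA2, the other 10 of 11 candidates, 6 EMT markers, 6 splicing proteins and MYC), of which USP39 was not analysed here, and the 5 largest rises and 5 largest falls among called genes with at least 5 CPM in the higher group and no overlap between the libraries of the groups. Genes outside this rule are marked in the text as chosen afterwards. Gene lists were also written before the data were examined: 11 candidates, 161 RIP-bound genes from the study's own list, 30 tri-snRNP proteins, 6 EMT markers, 28 p53 targets, 40 proliferation genes and 32 interferon-stimulated genes. Of these 11, 119, 27, 5, 22, 35 and 25 were tested. In the tri-snRNP list, NAA38 was replaced by LSM8 afterwards, since NAA38 is an older symbol of LSM8 that now names another gene. A list of 26 genes of the unfolded protein response was written only after some of them were seen to rise.

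The differential expression fit, camera with the preset correlation and the transcript usage test were first tested on simulated data. In counts drawn for 10695 genes, 88% of 200 changed genes were recovered at an adjusted p under 0.05 without a fold limit, with 8 false calls. A set of 60 shifted genes had a camera p of 1.4e-56 and an unshifted set of 0.706. Genes were drawn independently of each other, so this does not test camera where the genes of a set are correlated. Of 100 genes with changed transcript usage among 1000, 100% were recovered, with 5 false calls.

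The depth was between 28294819 and 32939264 counts per library. Alternatives tried were DESeq2 1.42.0 size factors, upper-quartile scaling, library size only, no filter, at least 10 counts in every library, the DESeq2 Wald test, limma-voom, the replicate number as a block, each library left out in turn, transcripts as deposited, the highest transcript of each gene, other limits for calls, the largest exon number over transcripts, single-exon genes without histone genes, and a restriction to genes with 1 RefSeq transcript, which was chosen after seeing the data. Splicing events and intron reads were not analysed here, since the table holds counts per mature transcript.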

Results

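RNA-seq was performed on A2780 cells, an established human ovarian cancer cell line. The cells carried either pGIPZ-NC, the control form of a lentiviral short hairpin vector, or a hairpin against USP39, a protein of the spliceosome. There were 3 libraries in each group, and the values were read counts per messenger RNA transcript. The total count was 32236325, 32939264 and 28294819 in pGIPZ-NC replicates 1, 2 and 3, and 31787229, 30238793 and 29410877 in shUSP39 replicates 1, 2 and 3. After counts were summed per gene symbol, 10695 of 16571 genes passed the filter on low counts, and these held 99.96% of all counts. USP39 itself was not analysed here, so the group labels could not be checked against the targeted gene.

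The agreement between libraries was examined first, since it sets the error of each comparison. Pearson's r of log2 CPM (counts scaled to the library's total) lay between 0.988 and 0.990 within groups and between 0.968 and 0.969 across groups, over genes, which are not independent replicates. No 2 libraries agreed within counting noise, with a chi-square per degree of freedom of at least 4.75 within groups, so none was a copy of another. This covers counting error only and does not tell separate cultures from separate preparations of the same RNA. The 6 libraries were counted as separate samples because the labels list them so. The biological coefficient of variation was 7.59%. The first principal component held 62.8% of the variance and separated the groups. The 10 most abundant genes took between 9.38% and 9.98% of the counts of a library. The number of genes with a count differed within the shUSP39 group. It was 12819 in shUSP39 replicate 1, 15446 in replicate 2 and 14890 in replicate 3, against 12662 to 12809 in the pGIPZ-NC libraries. Because both libraries with the higher numbers were shUSP39 libraries, the comparison could not be repeated within them. In shUSP39 replicate 1 alone, 727 of the 728 genes called below moved in the same direction relative to the mean of the pGIPZ-NC libraries, and 652 of them by over 2-fold. That library was among those the genes were called on, so this is not an independent check.

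To ask how widely expression changed with the knockdown, shUSP39 was compared with pGIPZ-NC using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05 and a change beyond 2-fold, 728 genes were called, or 6.81% of those tested, of which 484 were higher and 244 lower in shUSP39. In 714 of the 728 genes (98.1%) all libraries of either group lay above all libraries of the other, where chance gives 10%. These genes were called on the same libraries, so most of this separation follows from the call. Without the fold-change limit, 3598 genes passed an adjusted p of 0.05, of which 1726 were higher and 1872 lower. The median absolute log2 fold change of these genes was 0.39. The limit on the fold moved the called number most, to 1226 genes at 1.5-fold and to 358 genes in a test against the 2-fold limit itself. Under upper-quartile scaling the split of the genes past the adjusted p without a fold limit was 2077 higher and 1501 lower, so the balance of small changes rested on the scaling.

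**Figure D1:**
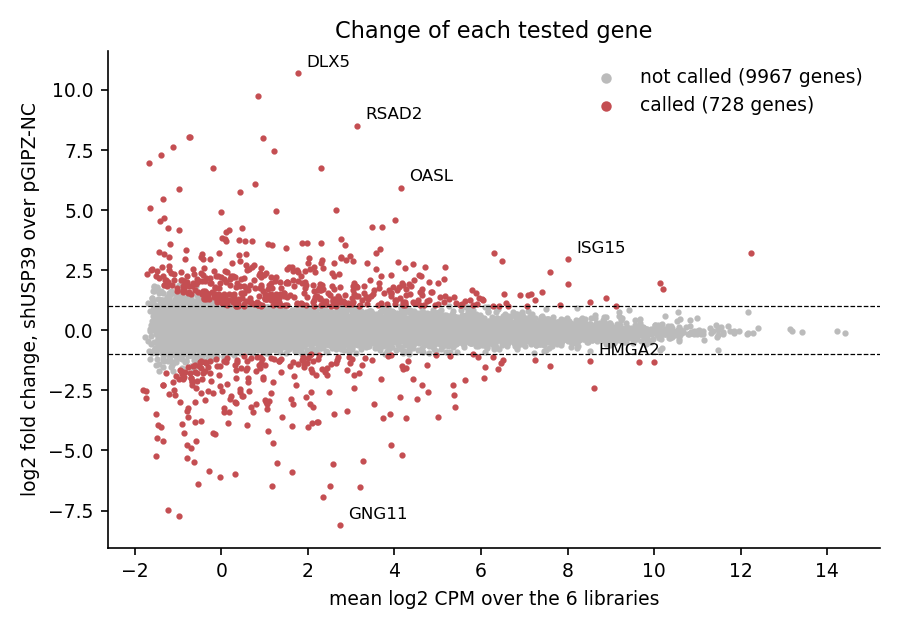
Each point is 1 of the 10695 tested genes, with its mean log2 CPM on the x axis and its fitted log2 fold change of shUSP39 over pGIPZ-NC on the y axis. Red points are the 728 called genes, dashed lines mark a log2 fold change of 1 either way, and fitted values of genes with hardly any counts in either group, such as DLX5, are not bounds on the true change.

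Among called genes with at least 5 CPM in the higher group and no overlap between groups, the 5 largest rises were in DLX5, RSAD2, OAS2, OASL and GALNT18. DLX5 (chromosome 7, 96649708 to 96654262, minus strand, GRCh37) had 0 counts in each pGIPZ-NC library and 6.71 ± 0.158 CPM (SD, n = 3) in shUSP39, at least 68.8-fold higher. RSAD2 had 0.0418 ± 0.0724 CPM (SD, n = 3) in pGIPZ-NC and 17.3 ± 1.87 CPM (SD, n = 3) in shUSP39. OASL rose from 0.576 ± 0.3003 to 34.8 ± 0.551 CPM (SD, n = 3 each), with a log2 fold change of 5.94 (SE 0.17). The 5 largest falls were in GNG11, PCDH9, AARD, GATA6 and CP. GNG11 (chromosome 7) fell from 13.1 ± 2.06 CPM to 0.0435 ± 0.0190 CPM (SD, n = 3 each), at least 134-fold lower. The adjusted p from edgeR's quasi-likelihood test was 1.67e-12 in CP and lower in the other 9 of these genes.

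HMGA2 was examined because the study followed it as a target of USP39. The gene lies on chromosome 12 (66218240 to 66360071, plus strand, GRCh37) and its longest coding transcript has 4 exons. Its level was 521 ± 16.8 CPM in pGIPZ-NC and 216 ± 11.3 CPM in shUSP39 (SD, n = 3 each). The log2 fold change was -1.27 (SE 0.04), with an adjusted p of 4.68e-19 in edgeR's quasi-likelihood test, and the 3 shUSP39 libraries all lay below the 3 pGIPZ-NC libraries. The 4 HMGA2 transcripts in the table were then compared one by one. NM_003483.4 held 97.9% of the gene's counts and fell by 1.29 on the log2 scale (SE 0.04, adjusted p 4.45e-18). NM_001300918.1, NM_001300919.1 and NM_001330190.1 had mean counts of 73.3, 24.3 and 178.0 in pGIPZ-NC. Their log2 fold changes were -0.39, -0.47 and -0.39, with adjusted p-values of 0.312, 0.526 and 0.163, so a change in any 1 of these transcripts was not detectable at this depth. Together the 3 minor transcripts made up 1.71% ± 0.0487 of HMGA2 counts in pGIPZ-NC and 3.14% ± 0.518 in shUSP39 (SD, n = 3 each). Their share rose although their summed level did not. That level was 8.92 ± 0.532 CPM in pGIPZ-NC and 6.77 ± 1.07 CPM in shUSP39 (SD, n = 3 each), and the sum was not tested. The counts may leave out reads that transcripts share and were not corrected for length. These shares may then describe the unshared part of each transcript and not the amounts of the transcripts. The proportions of the transcripts' counts differed between groups with an adjusted p of 0.00104 in edgeR's test of differential transcript usage. That test was made over 1628 genes with at least 2 tested transcripts, of which 62 (3.81%) passed an adjusted p of 0.05.

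**Figure D2:**
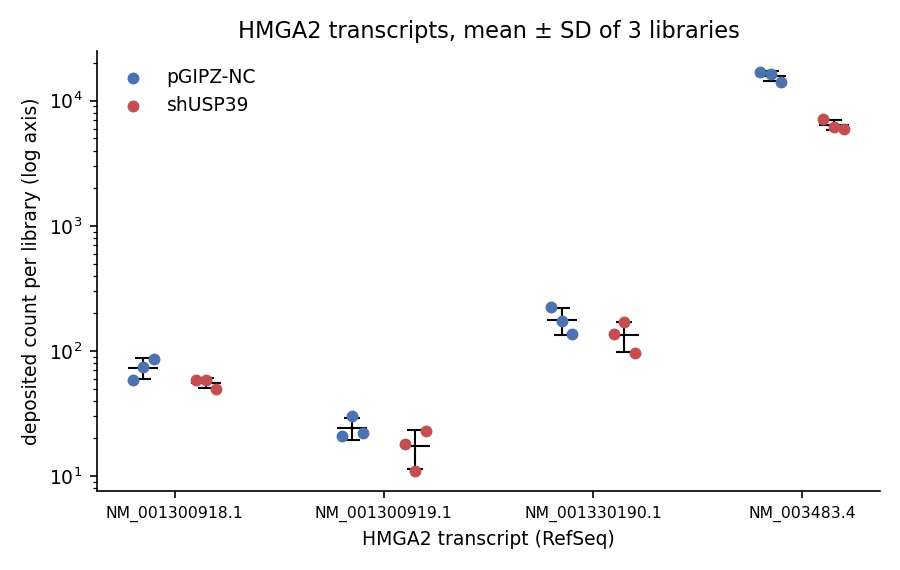
Deposited counts of the 4 HMGA2 transcripts are shown on a log axis, with points for the 3 libraries of each group and black bars for the mean ± SD. NM_003483.4 lies far above the other transcripts and is lower in all 3 shUSP39 libraries, while the groups overlap or nearly touch for the 3 minor transcripts.

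The study combined RNA immunoprecipitation sequencing (RIP-seq) of USP39 with RNA-seq to choose 11 candidate genes, and their levels were compared next. All 11 had a negative log2 fold change. In 9 of them the adjusted p over all genes was under 0.05, and 11 passed when adjusted over the list alone. Since the study chose the list partly for lower expression in these libraries, neither the directions nor the counts nor the set test below are independent evidence. Apart from HMGA2, the log2 fold changes of the 10 other genes lay between -0.39 in HOXB6 and -0.06 in SRRM2, and none was beyond 2-fold. TRIOBP (adjusted p 0.0638) and SRRM2 (adjusted p 0.107) did not pass over all genes in edgeR's quasi-likelihood test. TRIOBP passed without pGIPZ-NC replicate 3 (0.0241) or shUSP39 replicate 3 (0.0427), and SRRM2 without pGIPZ-NC replicate 1 (0.0365). As a set the 11 genes were lower, with a median log2 fold change of -0.32 and an adjusted p of 2.92e-05 in limma's camera test with a preset correlation of 0.01.

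Of the genes with RIP-bound transcripts in the study's list, 119 (73.9%) were tested. Their median log2 fold change was -0.10 and the camera adjusted p was 0.00404 over a family of 8 sets. Of the 119 genes, 38 (31.9%) were lower at an adjusted p under 0.05, against 17.3% of the 10576 other genes (two-sided Fisher's exact test, p = 0.000130). With the 2-fold limit as well, 6 of the 119 (5.04%) were lower, against 2.25% of other genes (two-sided Fisher's exact test, p = 0.0548). In either direction 52 genes passed when adjusted over the list alone, and 14 higher and 38 lower genes passed over all genes. The median was -0.06 without shUSP39 replicate 3.

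The other sets were chosen for the complex USP39 belongs to, for the phenotypes of the study and for stress responses. The 27 tested genes of tri-snRNP proteins had a median log2 fold change of -0.10 (camera adjusted p 0.0113), and 11 of them were lower at an adjusted p under 0.05, both over all genes and adjusted over the list alone. Their median was -0.16 without shUSP39 replicate 1. The 35 tested proliferation genes had a median of -0.11 (camera adjusted p 0.00601), with 14 lower and 1 higher over all genes and 15 adjusted over the list alone. The 22 tested p53 targets had a median of 0.09 and a camera adjusted p of 0.143, with 7 higher and 1 lower over all genes and 8 adjusted over the list alone. Their median was 0.06 without pGIPZ-NC replicate 2 and 0.18 without pGIPZ-NC replicate 3. The 5 tested markers of epithelial-mesenchymal transition (EMT) did not move as a set (camera adjusted p 0.785), with 1 higher and 2 lower over all genes and 3 adjusted over the list alone. Their median of -0.07 was 0.07 without pGIPZ-NC replicate 3. Of these, SNAI2 fell by 2.90 on the log2 scale (SE 0.59, adjusted p 0.000295) from 1.25 ± 0.182 CPM to 0.164 ± 0.1499 CPM (SD, n = 3 each). SNAI1 had a log2 fold change of 0.53 (SE 0.10, adjusted p 0.000221). VIM had a log2 fold change of -0.07 and an adjusted p of 0.0228, which rose to 0.485 under upper-quartile scaling and was over 0.05 without pGIPZ-NC replicate 1 (0.0531) or 2 (0.0563) and without shUSP39 replicate 2 (0.0764) or 3 (0.0638). CDH2 and CTNNB1 did not pass (adjusted p 0.643 and 0.696). CDH2 changed direction without pGIPZ-NC replicate 3 (0.20) and CTNNB1 without shUSP39 replicate 1 (-0.027). CDH1 had at most 1 count in a library and was not detectable at this depth. The adjusted p-values of single genes are from edgeR's quasi-likelihood test. Fry asks whether the genes of a set shifted at all and does not compare them with other genes. Under fry, the candidate, RIP-bound, tri-snRNP, proliferation, interferon and single-exon sets all passed, as did the p53 set (adjusted p 0.000824). With an estimated correlation, only the candidate list (adjusted p 0.0373) and the interferon set (adjusted p 0.01997) passed.

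The 25 tested interferon-stimulated genes were higher as a set, with a camera adjusted p of 1.04e-08 and a median log2 fold change of 2.05, which was also 2.05 with the 1 gene under the floor placed at its bound. Of the 25 genes, 19 were higher and 1 was lower at an adjusted p under 0.05, and 21 passed adjusted over the list alone. In 19 of the 25 (76.0%) all 3 shUSP39 libraries lay above all 3 pGIPZ-NC libraries, where chance gives 5%. ISG15, chosen after its values were seen, rose from 58.5 ± 2.53 CPM to 457 ± 9.89 CPM (SD, n = 3 each), with a log2 fold change of 2.97 (SE 0.04) and an adjusted p of 3.05e-26 in edgeR's quasi-likelihood test. BST2 was lower, with a log2 fold change of -0.77 (SE 0.05).

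**Figure D3:**
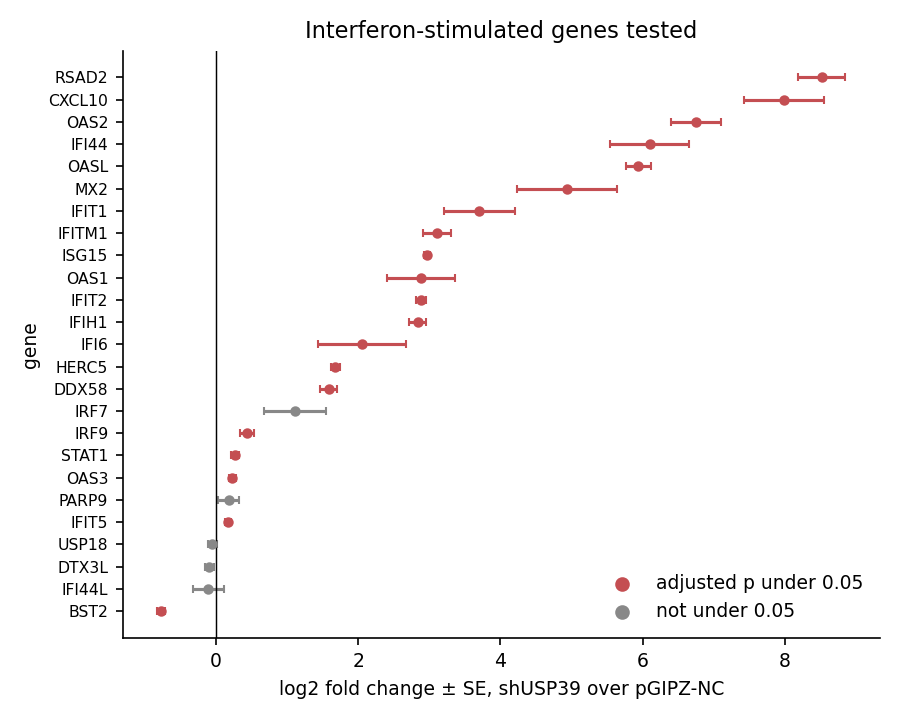
Log2 fold changes of shUSP39 over pGIPZ-NC with standard errors are shown for the 25 tested interferon-stimulated genes, in red where the adjusted p was under 0.05. RSAD2 lies highest and BST2 lowest, and 21 of the 25 genes lie above 0.

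Splicing proteins that the study examined beside USP39, together with MYC, were compared as single genes. SNRPA1 had a log2 fold change of -0.35 (SE 0.07, adjusted p 0.000174) and MYC of 0.44 (SE 0.03, adjusted p 4.57e-11) in edgeR's quasi-likelihood test. SF3B1 had a log2 fold change of -0.09 and an adjusted p of 0.0373, which rose to 0.317 under upper-quartile scaling and was over 0.05 without pGIPZ-NC replicate 1 (0.176) or 2 (0.0726) and without shUSP39 replicate 2 (0.123) or 3 (0.153). SART1, U2AF2, PRPF3 and SRSF2 did not pass, with adjusted p-values of 0.238, 0.619, 0.199 and 0.127. PRPF3 passed under upper-quartile scaling (0.0290), and SRSF2 without pGIPZ-NC replicate 2 (0.0366).

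Genes that need no splicing were compared with those that do. The 322 tested single-exon genes were higher relative to other genes (camera adjusted p 0.00404), with a median log2 fold change of 0.13 against 0.00 in the 10289 multi-exon genes. The median was 0.08 in 626 genes with 2 exons and -0.07 in 1380 genes with over 20 exons. Across genes, which are not independent replicates, Spearman's rho of exon number and log2 fold change was -0.122. The median of single-exon genes was 0.12, 0.14 and 0.16 in shUSP39 replicates 1, 2 and 3, each against the mean of the pGIPZ-NC libraries. With an estimated correlation the set did not pass (adjusted p 0.182).

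**Figure D4:**
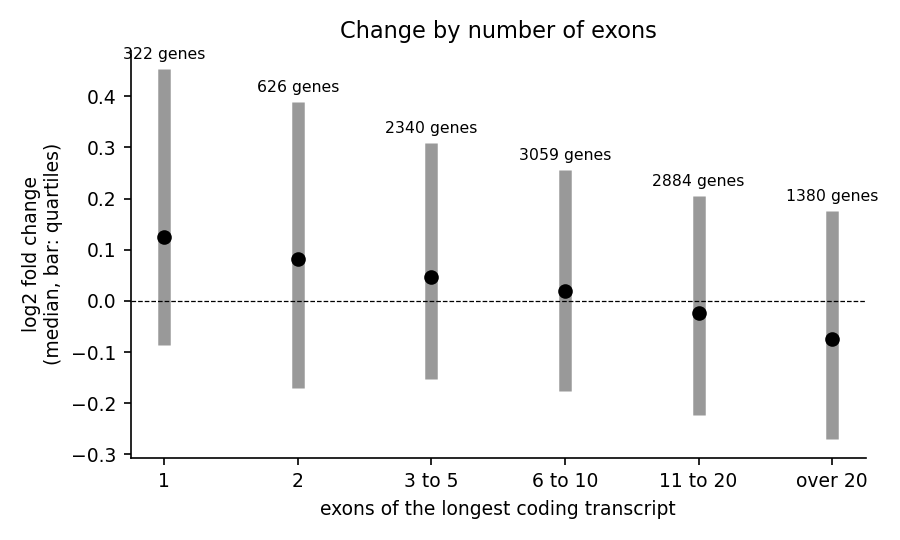
The median log2 fold change of shUSP39 over pGIPZ-NC (points) and its quartiles over genes (bars) are shown by the number of exons of the longest coding transcript. The medians run from 0.13 for 1 exon to -0.07 for over 20 exons, and the spread between genes is larger than this difference.

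The authors' deposited table also gives a fold change, a p-value and a q-value per transcript. At a q-value under 0.05 and a fold change beyond 2, the authors' deposited table held 524 higher and 266 lower transcripts. At an unadjusted p-value under 0.05 and a fold change beyond 2, the authors' deposited table held 964 higher and 383 lower transcripts. Across the 12545 transcripts with a finite fold change there that were also tested here, log2 fold changes had a Pearson's r of 0.9998 across transcripts, and 98.8% had the same direction. Of 806 transcripts called here, 711 also passed the q-value and fold limits in the authors' deposited table. For HMGA2, 1 transcript had a q-value under 0.05 in the authors' deposited table.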

Values the study reported

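The study reported 161 genes with transcripts bound by USP39 and 11 candidate transcripts from its joint use of RIP-seq and RNA-seq. It reported that all 11 HMGA2 isoforms were significantly lower after USP39 knockdown.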

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

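The alternatives were chosen before the data were examined, except the restriction to genes with 1 RefSeq transcript. The table holds counts, so the alternatives planned for normalized values were not run. USP39 was not analysed here under any alternative.

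The number of called genes stayed within 1.5 times of 728 under DESeq2 size factors, upper-quartile scaling, library size only, no filter, the DESeq2 Wald test, limma-voom, the replicate block, unadjusted p-values, transcripts as deposited and the highest transcript of each gene. It was 1226 with a 1.5-fold limit and 358 when tested against the 2-fold limit, which follows from how those limits are built. With at least 10 counts in every library 471 genes were called, of which 457 were among the 728. That filter removes genes with hardly any counts in 1 of the groups. Among the 4003 tested genes with 1 RefSeq transcript 367 were called and 2013 passed the adjusted p alone, with fewer genes tested. The called number ran from 677 to 836 genes across the 6 fits that each left out one library, and the number past the adjusted p alone from 3095 to 3571. Without a filter 940 genes were called, 681 of them higher, and the median log2 fold change of all genes was 0.12. Under upper-quartile scaling 58.05% of genes past the adjusted p were higher, against 48.0% in the report.

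HMGA2 kept its direction and its side of the threshold under every alternative tried in which it was tested, with log2 fold changes between -1.32 and -1.25 across the 6 fits that each left out one library and -1.23 under upper-quartile scaling. Of the 11 candidates, from 9 to 10 were lower at an adjusted p under 0.05 across the fits that left out one library. The count was 4 among the 5 candidates with 1 RefSeq transcript, where fewer genes were tested. TRIOBP passed in 6 of the alternatives.

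With an estimated correlation, 4 sets no longer passed in camera: RIP-bound genes (adjusted p 0.0964), tri-snRNP proteins (0.0964), proliferation genes (0.0759) and single-exon genes (0.182). These calls therefore rest on the preset correlation. Fry kept them, but it asks whether the genes of a set shifted at all, not whether they shifted relative to other genes. With 3598 of 10695 genes past the adjusted p, passing fry does not back a shift relative to other genes. The p53 set passed under fry (adjusted p 0.000824), with at least 10 counts in every library (0.0482) and among genes with 1 RefSeq transcript (0.0334), where 8 of its genes were left. The cause was not tested. The EMT set changed its direction with at least 10 counts in every library (adjusted p 0.632), where 4 genes were left, and passed under no alternative. Across the 6 fits that left out one library, camera adjusted p-values ran from 0.00152 to 0.0103 for RIP-bound genes, from 0.00639 to 0.0277 for tri-snRNP proteins, from 0.00780 to 0.0215 for proliferation genes, from 9.76e-10 to 8.92e-07 for interferon-stimulated genes, from 0.00152 to 0.0103 for single-exon genes and from 0.123 to 0.395 for p53 targets. The median of the interferon set fell to 0.44 with at least 10 counts in every library, since that filter removes genes that are nearly off in pGIPZ-NC.

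Among the single genes named in the report, 11 results became stronger, 14 weaker and 2 changed direction. Across the 6 fits that left out one library, the log2 fold change of CDH2 ran from -0.74 to 0.20 and that of CTNNB1 from -0.027 to 0.099. CDH2 was above 0 without pGIPZ-NC replicate 3 and CTNNB1 was under 0 without shUSP39 replicate 1. Neither passed the threshold in any fit. The stronger results were of TRIOBP (6 alternatives), SRRM2 (3), PRPF3 (1) and SRSF2 (1). With at least 10 counts in every library, DLX5, RSAD2, OAS2, GALNT18, GNG11, PCDH9, AARD, GATA6, CP and SNAI2 were removed and have no value, and genes with several RefSeq transcripts have none under that restriction. The weaker results were all of SF3B1 (8 alternatives) and VIM (6 alternatives), whose changes were small.

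Replicate numbers are shared between the groups. Over all tested genes, the deviations of same-numbered libraries were hardly correlated (0.0688, 0.00477 and 0.0216). On principal component 2 (10.5% of variance), replicate 1 was highest in both groups (20.9 in pGIPZ-NC, 15.8 in shUSP39). Replicate 3 was lowest in both (-22.6 and -8.15), though close to replicate 2 in shUSP39 (-7.13). A batch shared by same-numbered libraries therefore cannot be ruled out. With the replicate block 745 genes were called and 3981 passed the adjusted p alone, against 728 and 3598 without it. The block took TRIOBP (adjusted p 0.0358) and SRRM2 (0.0256) past the threshold, so all 11 candidates passed, and changed no other call of a set or a named gene.

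The number of libraries limits the check by regrouping, since 3 against 3 make 10 splits and no share can be under 0.1. For the called genes, 1 of the 10 splits of the 6 libraries gave as many, which was the real one, and the most in any other split was 0. The same held for genes past the adjusted p (1 of the 10 splits) and for transcript usage (1 of the 10 splits). Every other split mixes the groups, so the difference between the groups enters its error. The lack of calls in those splits therefore does not measure the rate of false calls. For the sets, the splits with a camera p as small, the real one included, were 1 of 10 for the candidates, RIP-bound genes, p53 targets, proliferation genes and interferon-stimulated genes, 2 of 10 for tri-snRNP proteins and for single-exon genes, and 6 of 10 for EMT markers. For tri-snRNP proteins and single-exon genes, the other split set shUSP39 replicates 2 and 3 with pGIPZ-NC replicate 2 against the rest.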

Other observations

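Of the tests in this part, those on counts by number of transcripts, on HSPA5 alone, on the vector and the hairpin, on random lists for chromosomes, on depth, on single-exon genes with high counts and on genomic DNA over genes with 1 RefSeq transcript were chosen only after the result was seen.

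For HMGA2, 1 of the 4 transcripts was lower past the threshold here. That is lower than the value quoted from the study above. The 2 counts cover different sets of transcripts, and all 4 analysed here had a negative log2 fold change.

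shUSP39 replicates 2 and 3 held low counts over genes that were silent elsewhere. In these libraries 2440 genes had counts although all 4 other libraries had 0, with a median sum of 3 counts and a highest sum of 62. Olfactory receptor genes with a count numbered 309 and 254 in these replicates, against 13 in shUSP39 replicate 1 and 9 to 15 in the pGIPZ-NC libraries. Depth does not account for it, since the higher of their totals was 30238793, within the range of the other libraries. RNA of another cell type would be dominated by abundant transcripts, but the 10 highest genes held 3.96% of these counts. Genomic DNA is a candidate explanation that the tests left open. Single-exon genes made up 17.6% of these genes against 3.58% of others. The test fixed in advance asked for a Spearman's rho over 0.3 between count and transcript length across genes, and the rho was 0.0688, so it failed. Over the 1400 genes with 1 RefSeq transcript, a test chosen after that failure, the rho was 0.333. These values fall on either side of the limit, and a second test picked after a failed one is weak evidence. Genomic DNA and other sources of an even background therefore cannot be told apart. The study reported relatively more intronic and intergenic reads after the knockdown, which it read as widely impaired splicing. Such reads were not analysed here, so whether that result is tied to this background was not tested. Of the 484 genes called higher, 0% had at most 3 counts in shUSP39 replicate 1, but the filter on low counts leaves few such genes, so whether the background added to the calls cannot be told apart from this value. The number called higher was 592 without shUSP39 replicate 1, 437 without replicate 2 and 446 without replicate 3. It was 531, 511 and 527 without pGIPZ-NC replicates 1, 2 and 3. The number fell under 484 only without shUSP39 replicate 2 or 3. It also moved without libraries that lack the background, so the part owed to the background cannot be told from these fits.

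The rise of single-exon genes may reflect impaired splicing, but this was not tested directly. Several technical explanations were tested. After each library's trends with GC content, transcript length and level were removed, the set still passed (camera adjusted p 0.0388). Among genes with 1 RefSeq transcript it also passed (adjusted p 0.00919), and without called, histone and interferon-list genes the camera adjusted p was 0.000180. Since the background in shUSP39 replicates 2 and 3 would add to single-exon genes, the set was also tested among genes with a mean of at least 100 counts, where its camera p was 0.000259. The difference is small, the set did not pass with an estimated correlation (adjusted p 0.182), and 2 of the 10 splits of the libraries gave a p as small, so it stays a hypothesis.

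Genes of chromosomes 13 and 18 were lower as a whole. The median log2 fold change was -0.28 over 171 genes of chromosome 13 and -0.21 over 138 genes of chromosome 18, against -0.07 to 0.10 on the 21 other chromosomes. In shUSP39 replicates 1, 2 and 3 the median was -0.22, -0.25 and -0.32 for chromosome 13 and -0.23, -0.27 and -0.21 for chromosome 18. Of 10000 random lists matched on level, 0 reached the shift of chromosome 13 and 0 that of chromosome 18. This test was not specific to them. The shift of chromosome 14 (median -0.07) was reached by 1 list and that of chromosome 12 (median -0.03) by 71. After trends with GC content, length and level were removed, the medians of chromosomes 13 and 18 were -0.23 and -0.20. A few strongly lowered genes do not account for it, since 77.2% of chromosome 13 genes and 73.2% of chromosome 18 genes lay under 0. A candidate explanation is fewer copies of these chromosomes in the shUSP39 line, and 100% of the 8 windows of 10 Mb on each had a median under 0. That criterion alone is not specific, since 12 of 14 windows of chromosome 12 also lay under 0 at a median of -0.03. DNA was not analysed here. If the lines differ in copy number, part of the expression changes would come from the lines and not from USP39. Among called genes 5 were lower and 7 higher on chromosome 13, and 4 were lower and 3 higher on chromosome 18, so the shift is one of many small changes.

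Some genes were switched on or off. With at most 3 counts in each library of a group and at least 30 in each of the other, 6 genes were on only in shUSP39 and 7 only in pGIPZ-NC. Of the 10 splits of the libraries, 1 gave as many, the real one, and the most in any other was 0. With 10 splits the share cannot be under 0.1. Whether the lines differed before the knockdown was not tested.

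The rise of interferon-stimulated genes was not due to trends with GC content, length or level (camera adjusted p 2.09e-09 after their removal) or to 1 library (highest adjusted p 8.92e-07 over the 6 fits). A response to the vector shared alike by both groups would raise pGIPZ-NC too, but in 76.0% of the tested genes all 3 shUSP39 libraries lay above all 3 pGIPZ-NC libraries, and RSAD2, CXCL10 and OASL had 0.0418, 0.0118 and 0.576 CPM in pGIPZ-NC against 17.3, 3.77 and 34.8 CPM in shUSP39. CXCL10 was chosen after its values were seen. An unequal dose of virus was not tested. IFNB1 and IFNL1, chosen after their values were seen, are interferon genes. IFNB1 had 0, 4 and 0 counts in pGIPZ-NC and 50, 79 and 104 in shUSP39. IFNL1 had 0 counts in each pGIPZ-NC library and was at least 35.3-fold higher in shUSP39. A response to the hairpin itself and a response to the loss of USP39 cannot be told apart, since the median log2 fold change of 2.05 comes from 1 contrast that holds both together.

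RIP-bound genes were lower beyond what level, GC content, length and exon number predict, at percentile 0.03 of 10000 lists matched on level. Without the 11 candidates the adjusted p was 0.0308, and the median of the 108 genes left was -0.054 against -0.10 with them. The study chose the candidates partly for lower expression in these libraries, so a weaker shift without them follows at least partly from that choice. The set did not pass with an estimated correlation (adjusted p 0.0964). For tri-snRNP proteins and proliferation genes, removing trends with GC content, length and level took the camera adjusted p to 0.0573 and 0.0590, just over the threshold, so such trends may account for part of these small shifts.

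Genes of the unfolded protein response were higher. All 24 tested genes of the 26 listed had a positive log2 fold change, 18 passed an adjusted p of 0.05, and the median was 0.48. The list was written after HSPA5, DNAJB9 and PPP1R15A were seen to rise, so it is not independent of the pattern. HSPA5 alone does not account for it, since the adjusted p without it was 5.84e-09, and after trends with GC content, length and level were removed it was 5.33e-10. A stress of the endoplasmic reticulum may be present in shUSP39 cells, as a hypothesis.

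Fewer of the genes with many annotated transcripts reached high counts. At least 6000 counts over the 6 libraries were reached by 36.3% of genes with 1 RefSeq transcript and by 12.2% of genes with over 10. The median total count was 400 for 1 transcript, 468 for 2, 215 for 6 to 10 and 289 for over 10, so it did not fall steadily. Reads that match several transcripts may have been left out, but the medians do not show it clearly. No biological explanation was tested.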
